# Aorta macrophage inflammatory and epigenetic changes in a murine model of obstructive sleep apnea: Potential role of CD36

**DOI:** 10.1038/srep43648

**Published:** 2017-02-27

**Authors:** Rene Cortese, Alex Gileles-Hillel, Abdelnaby Khalyfa, Isaac Almendros, Mahzad Akbarpour, Ahamed A. Khalyfa, Zhuanghong Qiao, Tzintzuni Garcia, Jorge Andrade, David Gozal

## Abstract

Obstructive sleep apnea (OSA) affects 8–10% of the population, is characterized by chronic intermittent hypoxia (CIH), and causally associates with cardiovascular morbidities. In CIH-exposed mice, closely mimicking the chronicity of human OSA, increased accumulation and proliferation of pro-inflammatory metabolic M1-like macrophages highly expressing CD36, emerged in aorta. Transcriptomic and MeDIP-seq approaches identified activation of pro-atherogenic pathways involving a complex interplay of histone modifications in functionally-relevant biological pathways, such as inflammation and oxidative stress in aorta macrophages. Discontinuation of CIH did not elicit significant improvements in aorta wall macrophage phenotype. However, CIH-induced aorta changes were absent in CD36 knockout mice, Our results provide mechanistic insights showing that CIH exposures during sleep in absence of concurrent pro-atherogenic settings (i.e., genetic propensity or dietary manipulation) lead to the recruitment of CD36(+)^high^ macrophages to the aortic wall and trigger atherogenesis. Furthermore, long-term CIH-induced changes may not be reversible with usual OSA treatment.

Obstructive sleep apnea is a common and highly prevalent disorder affecting 8–10% of the general population. Obesity constitutes a major risk factor of OSA, the latter being characterized by recurrent upper airway collapse that occurs during sleep, and leads to episodic hypoxemia and sleep fragmentation^1^,^2^,^3^. Both epidemiologic and intervention-based studies have provided conclusive evidence indicating a causative link between OSA and cardiovascular morbidity, independently from associated obesity^4^,^5^,^6^. However, the mechanisms underlying the accelerated atherogenesis that is putatively ascribed to OSA remain elusive. Furthermore, a very recent large-scale multicenter randomized trial suggested that treatment of OSA in patients with moderate to severe disease did not prevent cardiovascular events in those with established cardiovascular disease, suggesting that long-standing OSA may lead to relatively irreversible vascular disease^7^.

Chronic intermittent hypoxia (CIH) during the sleep period, has been used as a useful murine model of OSA, and promotes the presence of increased atherogenesis, particularly in conjunction with other predisposing risk factors such as transgenic ablation of *LdlR* or *ApoE*, or concurrent feeding of a high fat diet^8^,^9^,^10^,^11^,^12^,^13^,^14^. Macrophages are central to the processes mediating atherogenesis, and have been implicated in the initiation and progression of atherosclerosis through intrinsic activation, changes in polarity and phenotype, production of cytokines, and signaling to other cells in the vessel wall^15^,^16^,^17^,^18^,^19^. It is now well established that the presence of a pro-inflammatory M1-like macrophage phenotype is associated with increased plaque burden and adverse outcomes^15^,^16^,^17^,^18^,^19^. Specifically, activation of aortic macrophages through scavenger receptor B3 (CD36) has been shown to mediate atherosclerosis development in other pro-atherogenic disease models^20^,^21^,^22^. Moreover, a novel metabolically active M1-like macrophage phenotype has been recently described in the context of obesity-related adipose tissue inflammation and insulin resistance^23^, whereby positive CD36 surface labeling conclusively identified this metabolic M1 macrophage phenotype. Recent reports have also suggested that epigenetic modifications may determine phenotype and activity profiles of macrophages, and more specifically the pro- or anti- atherogenic profile of macrophages in vascular areas prone to atherosclerosis, suggesting the possibility that epigenetic mechanisms may underlie aspect of macrophage M1 polarization in CIH^24^,^25^,^26^, as well as the potential reversibility of the atherogenic process following treatment^26^.

In the current study, we aimed to expand on our recent findings in which relatively short exposures of up to 6 weeks of CIH promote accumulation of CD36^+^ macrophages in the aorta of exposed wild type mice fed normal chow diet. Here, we extend murine CIH exposures to 20 weeks duration, more closely mimicking the usual chronicity of human OSA clinical disease. Through multi-omic approaches we show that the increased accumulation and proliferation of pro-inflammatory M1-like macrophages in the murine aorta is characterized by a set of differentially expressed protein surface markers, global transcriptional changes and corresponding epigenetic modifications in these cells. Furthermore, transgenic CD36 ablation protects mice from the aforementioned deleterious changes to the vasculature, thus providing mechanistic insights into the potential role of CD36 in CIH-induced atherogenesis. Finally, we examined the effect of treatment, i.e., cessation of CIH, on the reversibility of the morphological and macrophage changes.

## Methods

### Animals

All animal care and experimental procedures were approved by the animal care committee at the University of Chicago (protocol # 72043). All methods were carried out in accordance with The Principles of Laboratory Animal Care (NIH publication no. 85Y23, revised 1996). C57BL/6 J and C57BL/6 J CD36^−/−^ mice (Jackson Laboratory, Bar Harbor, Maine) had unrestricted access to water and regular chow diet, and were housed in standard conditions in a temperature-controlled room (24 ± 2 °C) with 12:12 h light–dark cycles (lights on at 07:00 AM). Transgenic B6.Cg-Tg (ACTB-mRFP1)1F1Hadj/J mice (termed RFP) weighing 22–25 g, were also purchased from Jackson Laboratories (Bar Harbor, Maine). RFP mice express the red fluorescent protein (DsREDT3) under the control of a chicken beta-actin promoter and cytomegalovirus enhancer. Following exposures, mice were sacrificed using CO_2_ intoxication and exsanguination via cardiac puncture. Aortas were perfused with 5–10 ml of ice-cold PBS supplemented with 20IU/ml heparin, dissected and cleaned under the microscope from surrounding adipose and lymphoid tissues.

### CIH exposures

Animals were housed in identical commercially designed chambers (30′′ × 20′′ × 20′′) that can accommodate 24 mice each, and are operated under 12 hour light-dark cycle (Oxycycler model A44XO, Biospherix). A custom oxygen concentration profile for the 12 daylight hours was originally extrapolated from the saturation recordings of an adult patient with moderate to severe obstructive sleep apnea, which consists of 90 sec of 6.1% O_2_ balance nitrogen alternating with 90 sec 21% O_2_ (room air for 12 hours during the light phase. The O_2_ concentration in the chambers was continuously monitored and automatically adjusted throughout the 12 hours of light time (07:00 a.m.–07:00 p.m.). For the remaining 12 hours of nighttime, oxygen concentrations were kept at 21% O_2_. Chronic intermittent hypoxia exposures lasted 20 weeks. Mice in the room air control group were housed in matching cages and exposed to 21% O_2_.

### Flow Cytometry

Detailed protocol is provided as Supplementary Information. Dissected aortas were minced and incubated with an aorta dissociation cocktail. For flow cytometry analysis, cells were fixed and stained with specific antibodies. Data were acquired on a FACS CantoII cytometer using the FACS Diva 5.5 software (BD Biosciences, San Jose, CA) and analyzed by FlowJo software (Tree Star, San Carlos, CA). In all of the experiments, macrophages were identified as CD11b-F4/80 double positive cells.

### Cell isolation

Detailed protocols are provided as Supplementary Information. In brief, macrophages were isolated using magnetic beads with an EasySep positive selection kit (STEMCELL Technologies Inc., Vancouver, Canada). Monocytes were isolated from whole blood using a monocyte enrichment kit (STEMCELL). Bone-marrow derived monocytes were enriched in a similar fashion from cells isolated from perfused femurs and tibias of eight-week old transgenic B6.Cg-Tg (ACTB-mRFP1)1F1Hadj/J mice (termed RFP) male mice and matched wild-type controls.

### Transcriptomics analysis

Total RNA were isolated from aorta macrophages using miRNeasy Mini Kit-column-based system (Qiagen, Valencia, CA, USA). Purified total RNAs were processed for labeling using the Low RNA Input Fluorescent Linear Amplification Kit (Agilent Technologies, Santa Clara, CA) and hybridized with whole-genome mouse Agilent microarrays (8 × 60 K). Microarray data was validated by qRT-PCR in a selected number of loci. Detailed protocols and data analysis methods are provided as Supplementary Information.

### Epigenetic profiling

Detailed protocols are provided as Supplementary Information. Macrophages were isolated from aortas as described above. Immediately after isolation, cells were crosslinked and chromatin immunoprecipitated using the True MicroChip kit (Diagenode, Denville NJ) and antibodies specific for H3K9ac and H3K27me3 histone modifications. Sequencing libraries were prepared using the MicroPlex kit (Diagenode). Libraries were pooled and spike-in PhiX Control v3 (Illumina, San Diego, CA) was added. Clusters were generated and sequenced using a HiSeq2000 instrument (Illumina). Sequencing data was submitted to the GEO database (Accession number: GSE86851). Sequencing data was verified by single locus ChIP-qPCR analysis.

### IHC and Image Processing

Carotid arteries were harvested from several mice in each treatment group and embedded in paraffin. Sections from each carotid artery were designated for H&E staining (at 1,000, 3,000, and 5,000 μm), and other staining protocols, as detailed in Supplementary Information.

### Electric Cell-substrate Impedance Sensing (ECIS)

The ECIS array enables assessment of morphological cell changes, cell locomotion, and other behaviors directed by the cell’s cytoskeleton. As cultured cells attach and spread on the electrode surface, impedance is altered, and serves as a measure for disruption of the endothelial cellular junction. This method is based on measuring non-invasively the frequency-dependent electrical impedance of cell-covered gold-film electrodes along the time course of the experiment. Detailed protocol is provided as Supplementary Information.

### Data Analysis

Results are presented as means ± SD, unless stated otherwise. All numerical data were subjected to statistical analysis using independent Student t tests or analysis of variance followed by post-hoc tests (Tukey) as appropriate. Statistical analyses were performed using SPSS software (version 21.0; SPPS Inc., Chicago, Ill.). For all comparisons, a 2-tailed p < 0.05 was considered to define statistical significance.

## Results

### CIH promotes vascular remodeling, vascular wall inflammation and accumulation and proliferation of bone-marrow derived macrophages in murine aorta

Histological analyses of aortas from mice exposed to CIH demonstrated components of vascular dysfunction, characterized by increased intima-media thickness (IMT) (Fig. 1A) and disruption of the integrity of elastic laminae (Fig. 1B). Consistent with the histological findings, the semi-dry weight of cleaned aortas was significantly higher in CIH mice, a surrogate indicator of hypertrophic changes.

In agreement with a previous study^27^, exposures to CIH in C57BL/6 J mice being fed a regular chow resulted in a 25% increase in the number of aortic macrophages as measured by flow cytometry (4.1% ± 0.1% *vs.* 5.1% ± 0.2%, p = 0.001) (Fig. 2A). In addition, aortic macrophages had increased proliferation rates as indicated by Ki-67 staining (MFI in RA: 2409 ± 260 *vs*. 3783 ± 513 following CIH, p = 0.004; Fig. 2B).

The increased proportion of aortic macrophages under CIH conditions consisted of Ly-6c^high^ (5.9% ± 0.6% *vs.* 8.7% ± 0.9%, p = 0.02), thus indicating that these were myeloid cells originating from the bone-marrow and promoting atheroma formation^28^. Moreover, the putative atheroprotective anti-inflammatory Ly-6c^low^ macrophages^29^ were less abundant in CIH aortas (70.8% ± 1.4% *vs*. 63.2% ± 1.5%, p < 0.001). Similarly, the proportion of anti-inflammatory tissue-resident macrophages^30^, identified here as CD64+ cells, was lower in CIH-exposed aortas (61.7% ± 2.5% vs. 54.6 ± 3%, p < 0.05). To further confirm the notion that bone-marrow recruitment provides a major source of increased macrophage accumulation in aorta wall following CIH exposures, we isolated bone-marrow monocytes from RFP mice and injected into RA- or CIH-exposed WT C57BL/6 J mice. One week after i.v. injection of RFP monocytes, blinded histological analysis of the aortas showed significantly increased homing of RFP-positive cells into CIH aortas (Fig. 2C). Similar to non-injected CIH exposed mice, the locations of RFP monocytes were primarily in the aortic arch and abdominal aorta regions.

To further ascertain aortic macrophage accumulation following CIH, we found similarly increased numbers of macrophages in the aortic wall of C57BL/6 J mice exposed to CIH using confocal microscopy imaging (Fig. 2D). As would be anticipated based on well-established atherosclerosis models^9^,^31^, the most pronounced effects of CIH occurred in vessel regions that are prone to development of atherosclerosis, i.e., aortic arch and lower abdominal aorta (Fig. 2E). Additionally, VCAM-1 expression, an adhesion molecule critical to the atherogenic process^32^, was increased in aortic sections of CIH mice. Interestingly, high magnification images revealed that the increased VCAM-1 expression localized to both macrophages and endothelial cells, reinforcing the concepts on the importance of interactions between activated endothelium and myeloid cells (Supplementary Figure S1). In contrast with nearly complete recovery of macrophage counts when CIH-exposed mice for 6 weeks were returned to normoxic conditions for an additional 6 weeks^26^, return of a subset of mice after 20 weeks of CIH (n = 6) to normoxia for 6 weeks revealed persistent and unaltered increases in aorta macrophage counts, VCAM1, and Ki67 staining (Fig. 2).

### CIH exposed blood monocytes exhibit increased ability to disrupt endothelial barrier *ex-vivo*

Activated monocytes display an increased ability to attach to the vascular lining, penetrate the endothelial barrier and migrate into the intima regions of the vessel. Circulating monocytes from CIH and RA-exposed mice were isolated and added to a monolayer Bend.3 endothelial cell culture *in vitro*, while assessing transcellular layer resistance using ECIS. Of note, the overall percentage of monocytes in peripheral blood and the relative proportions of Ly-6c^high^ monocytes were similar in RA and CIH-exposed mice. However, monocytes from CIH-exposed mice readily disrupted the integrity of the monolayer to a much greater extent than RA-derived monocytes, as evidenced by larger reductions in monolayer resistance, thereby indicating functional activation consistent with the phenotypic changes in aortic macrophages described below (Fig. 3). In support of these findings, significant increases in the expression of genes representing monocyte transmigration processes across vessel wall, such as integrins (*Itgb2*), immunoglobulin superfamily members (*Icam1, F11r, Amica1*), selectins (*Sell*) and chemokine receptors (*Ccr2*)^33^ emerged in the transcriptome of aortic macrophages (see below).

### CIH promotes M1-CD36+ metabolically active macrophage phenotype

Macrophage scavenger receptor B3 (CD36) participates in the uptake of oxLDL and promotes atherogenesis through increased myeloid cell accumulation in the arterial intima^20^. Recently, CD36 has been identified as a novel marker for macrophage activation in the context of metabolic stimuli such as free fatty acids (FFA) or hyperglycemia, rather than by bacterial infection-induced inflammation^23^, indicating a very unique subset of pro-inflammatory macrophages with a more specific role in processes such as atherogenesis. We should remark that CIH is characterized by significant dyslipidemia and metabolic dysfunction as well as by higher circulating levels of FFA^34^. We found that CD36^+^ macrophages were present in significantly higher numbers in CIH aortas (37.6% ± 2.6% in RA *vs.* 48.0% ± 1.7% in CIH, p = 0.007). Next, we tested aortic macrophages for surface expression of a classical M1 marker, CD86^35^, which serves as a co-stimulatory molecule expressed during foam cell formation (along with CD36), and is implicated in the activation of T-cells in atherogenesis^36^. CD86 expression was significantly increased on the surface of aortic macrophages following CIH (17.1% ± 0.9 in RA *vs*. 21.4 ± 1.8 in CIH, p = 0.04). Interestingly, CD11c, a surface marker of M1 macrophages upregulated in adipose tissue macrophages following CIH^37^, was not different between CIH and RA conditions. This finding is consistent with previously published studies regarding lack of CD11c expression on murine aortic macrophages^35^,^38^. To further characterize the sub-populations of macrophages that exhibit increased CD36 surface expression: CD36 expression increased 2.3 fold on CD86^+^ macrophages as compared to CD86^−^, 3.1 fold in Ly-6c^high^ macrophages, and 1.14 fold in CD64^−^ macrophages. Interestingly, proliferation rates, measured by Ki-67, were significantly higher in CD36^+^ *vs.* CD36^−^ cells (2.6 fold increase, p < 0.001). Taken together, these data suggest that CIH induces increased CD36 expression in aortic macrophages, preferentially among proliferating bone-marrow derived M1 cells.

### Aortic macrophages from CIH exposed mice change transcription of genes towards a pro-inflammatory, pro-atherogenic program

Based on the significant changes in a small number of *a priori* known macrophage activation markers, whole genome transcriptomic analyses were performed in CIH and RA-exposed aortic macrophages using microarrays. Bioinformatic analysis revealed significant differences involving ~16,000 genes (Fig. 4A), illustrating the extensive effect of CIH across a multiplicity of gene pathways. Unbiased hierarchical clustering analysis demonstrated a clear segregation of CIH and RA samples (Fig. 4B. These findings were verified using RT-PCR techniques in a subset of genes previously implicated in the pathophysiology of atherosclerosis, such as increased in IL-6, iNOS, and CD36 expression, and reduced ABCA1 expression.

Next, we used a computer algorithm to systematically search PUBMED for studies describing a functional role in atherogenesis for each of the top 20 differentially expressed transcripts in CIH-exposed aortic macrophages. Interestingly, 4 of these 20 genes have been previously identified as atherogenesis-related. Finally, Ingenuity pathway analysis (IPA) was used to study the interactions of the top differentially expressed genes ( ≥ 4-fold difference) to identify their putative biological and functional pathways. This process further indicated that these highly differentially expressed genes were all involved in atherosclerosis and inflammation-related canonical pathways (Fig. 4C). Collectively, these data provide evidence that the differential transcriptional program activated in aortic macrophages *in vivo* following exposures to CIH underlies a pro-atherogenic inflammatory phenotype, even in absence of other predisposing factors such as diet manipulation or genetic propensity.

### CIH promotes epigenetic changes in aortic macrophages corresponding to expression profile

#### Large-scale epigenomic profiling by ChIP-Seq

To explore how CIH exposures affect the epigenetic landscape of the aorta macrophages, we conducted chromatin immunoprecipitation coupled to next-generation sequencing (ChIP-Seq) in macrophages isolated from aortas of mice exposed to CIH or RA conditions for 20 weeks. 

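ChIP-Seq enriches chromatin fragments with an antibody to a histone modification and sequences them. The data comprised 4 libraries from aorta macrophages, 1 for each of the marks H3K9ac and H3K27me3 in each of the CIH and RA exposures, with no input library. Exposures lasted 20 weeks, and CIH alternated 90 seconds at 6.1% oxygen with 90 seconds at 21%. The yields reported by the paper were 5.65 and 4.59 Gbases for H3K9ac in CIH and RA, and 2.24 and 1.55 Gbases for H3K27me3. The total reads per library are not used here. With 1 library per mark and exposure there is no replicate error, so every test below compares 2 libraries, not the exposures. The authors deposited 1 list of differential peaks per mark, placed on the mouse build mm9 in steps of 50 bp, which gives for each peak its position and direction but the same score of 1000 throughout. The sign in the lists was read as higher in CIH or in RA from Tables S2 and S3, whose 483 H3K9ac and 117 H3K27me3 peaks held here matched the lists in name, position and direction without exception. The copy of Table S2 used here has the first 742 of 2932 rows, ordered by peak name, so a gene not named from it can stand in the rest. Counts and the pairing of peaks with genes were taken from the paper's tables. Ratios of CIH to RA counts assume equal depth and carry exact Clopper-Pearson 95% intervals, which cover counting error only and hold if each count is an independent read. The peaks were called differential from the same libraries, so the p-values and intervals below repeat that selection and are not a separate test. Whether the tables' counts were already scaled for depth is not known, so dividing them by the yields may scale them again.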

We investigated two known histone modification marks: acetylation of lysine 9 at histone 3 (H3K9ac) and tri-methylation of lysine 27 at histone 3 (H3K27me3). Presence of such marks have been associated to open and closed chromatin configurations, respectively^39^,^40^.

Given the little amount of cells available per condition (<10,000 cells per mouse), the data generated were limited and presented several challenges for the analysis. Overall, the quality of the sequencing reaction was good with the following yields: CIH-H3K9ac = 5.65 Gbases, RA-H3K9ac = 4.59 Gbases, CIH-H3K27me3 = 2.24 Gbases, and RA-H3K27me3 = 1.55 Gbases (Supplementary Table S4). As detailed in the materials and methods section, we applied several levels of filtration to remove low complexity and blacklisted regions^41^. Additionally, the results from two Chip-seq analysis tools were combined in an attempt to identify the most well-supported differentially bound sites.

For the active mark H3K9ac, we identified 11,685 and 13,854 regions (peaks) showing significant enrichment (adjusted p-value < 0.01) in aorta macrophages isolated from mice exposed to CIH and RA, respectively. Among them, 7,096 and 7,485 were associated to annotated genes. 

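The deposited H3K9ac list held 20943 differential peaks, of which 9502 were higher in CIH and 11441 were higher in RA. The peaks higher in CIH made up 45.4% of the list (exact 95% interval 44.7 to 46.0%). They were wider, with a median of 600 bp against 300 bp for the peaks higher in RA, and covered 7016 kb against 4701 kb. Of the 4758 peaks up to 250 bp wide, 14.8% were higher in CIH (13.8 to 15.8%), and of the 629 peaks over 1500 bp wide, 91.6% (89.1 to 93.6%). On the autosomes the share higher in CIH ran from 40.1% on chromosome 2 to 49.5% on chromosome 9. On chromosome X, 112 of 192 peaks were higher in CIH (58.3%, 51.0 to 65.4%). Among neighbouring peaks, 4157 pairs touched, and in none of them did both peaks have the same direction.

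**Figure D1:**
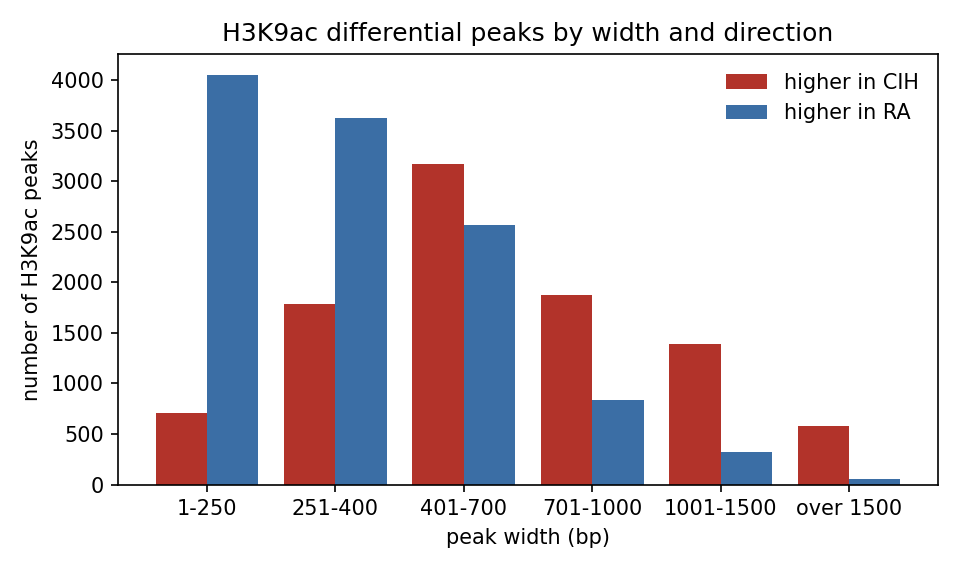
Number of H3K9ac differential peaks (vertical axis) in classes of peak width in bp (horizontal axis), with red bars for peaks higher in CIH and blue bars for peaks higher in RA. In the narrowest class 704 peaks were higher in CIH and 4054 in RA, and in the widest class 576 and 53.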

To ensure that the peaks were representative of true epigenetic differences and not artefactual, we further reduced the list of candidate peaks by selecting the 1000 peaks with the highest number of reads for CIH and RA samples, which were associated to 1,486 and 1,482 annotated transcripts, respectively (Supplementary Table S2). 

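In the part of Table S2 held here, the peaks higher in CIH with the largest −log10 p included those of Rab2a, a small GTPase of the secretory pathway, Ddah1, which degrades asymmetric dimethylarginine, and the nuclear receptor gene Nr4a3. The Rab2a peak on chromosome 4 from 8462801 to 8464200 had 790 counts in CIH and 314 in RA, a ratio of 2.52 (2.20 to 2.88, exact binomial p = 7.7e-48). The Ddah1 peak had 1447 and 806 counts, and the larger of the Nr4a3 peaks had 903 and 427. Among the same for RA, the peak paired with Dsn1 and Soga1 on chromosome 2 from 156832301 to 156833500 had 58 counts in CIH and 255 in RA, and the Fam198b peak had 28 and 167. The 236 peaks higher in CIH had medians of 484 counts in CIH and 297 in RA, and the 247 peaks higher in RA had 128 and 199. Their median widths were 1400 and 850 bp, against 600 and 300 bp for peaks of each direction outside the part held. In number, the 1000 peaks kept per exposure equal 10.5% of the deposited peaks higher in CIH and 8.74% of those higher in RA. The paper counts 11685 and 13854 peaks, more than the list holds. Only the 236 and 247 peaks held here were matched to the list.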

Downstream analyses were performed using the reduced list of candidate peaks. In turn, for the inactive mark H3K27me3, we identified 131 and 71 regions (peaks) with significant enrichment (adjusted p-value p < 0.01) in aorta macrophages isolated from mice exposed to CIH and RA, respectively, with 102 and 58 peaks associated to annotated genes. 

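The deposited H3K27me3 list held 146 differential peaks, 53 higher in CIH and 93 higher in RA. The share higher in CIH was 36.3% (exact 95% interval 28.5 to 44.7%). Table S3 pairs 117 of these peaks with genes, 40 higher in CIH and 77 higher in RA. The peaks were short, with a median of 300 bp in CIH and 350 bp in RA. The sequences of the peaks higher in CIH, as Table S3 gives them, had a median GC content of 38%, and those higher in RA 45.2%. Of the 53 peaks higher in CIH, 29 shared at least 1 bp with an H3K9ac peak that was also higher in CIH.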

Given the limited number of peaks detected for the repressive mark, no further filters were applied and these candidate lists were used for downstream analysis (Supplementary Table S3).

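Among the H3K27me3 peaks of Table S3 higher in CIH were those paired with Ptprc, which encodes the leukocyte antigen CD45, Lifr, a cytokine receptor gene, and Spic, a transcription factor of red pulp macrophages. The Ptprc peak on chromosome 1 from 140056301 to 140056650 had 255 counts in CIH and 20 in RA in that table. The Lifr peak had 350 and 59 counts and lies on an H3K9ac peak that was also higher in CIH, and the Spic peak was listed at 160 and 0. Genes with a peak higher in RA included Dact2, Irx1 and Glra1, with 38, 35 and 34 counts in RA and none in CIH. Of 19 neuronal genes in a list set before the deposited lists were opened, but after the gene names of the table had been seen, 6 had a peak higher in RA only, 1 in CIH only and 1 in each direction. The gene in CIH only, Lsamp, did not pass an exact binomial test on the table's counts, and its ratio turned to 0.468 under the median ratio of the table, where the CIH peak of Sv2c, the gene with both directions, lost its call at 1.06. That median came from 38 peaks, 37 of them higher in CIH, so some calls higher in CIH must turn. A peak with 0 CIH counts cannot. Lsamp and the CIH peak of Sv2c had 30 and 36 CIH counts, 30 being the lowest among peaks higher in CIH. The median counts were 95 in CIH and 20 in RA for the peaks higher in CIH, and 0 and 24 for those higher in RA. Of the 77 peaks higher in RA, 76 were listed at 0 in CIH. Of the 41 CIH counts above 0, 31 exactly equal 5 or 6 times a rounded multiple of 6.33, with 6 allowed in peaks of at least 300 bp, and the 41 counts take 18 different values. No interval or p-value is given for these counts.

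**Figure D2:**
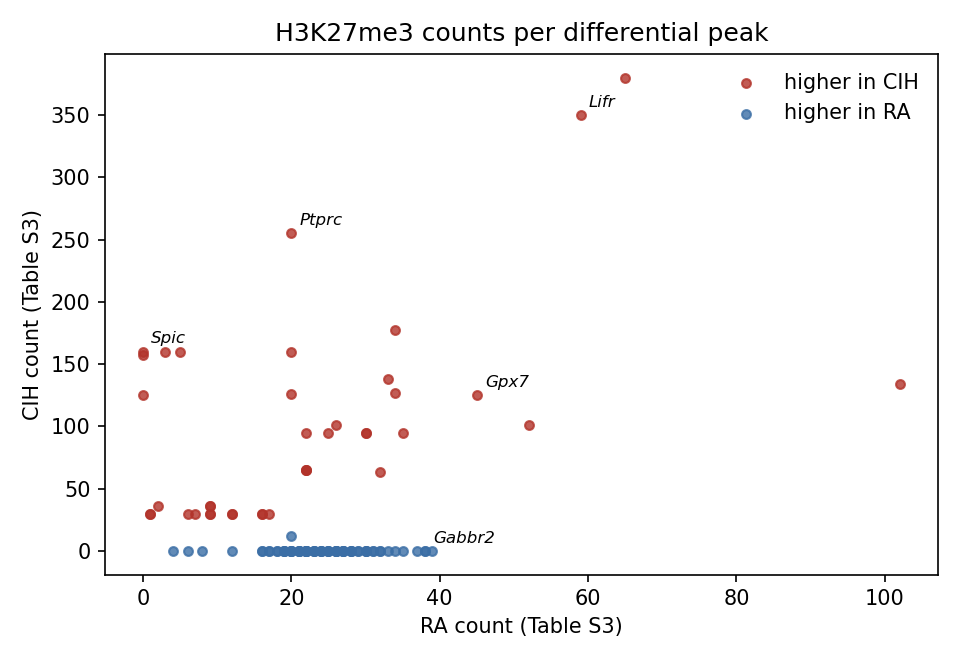
Counts per H3K27me3 differential peak in RA (horizontal axis) and CIH (vertical axis) from Table S3, with red points for peaks higher in CIH and blue points for peaks higher in RA. Of the blue points, 76 lie at 0 in CIH.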

To further investigate functional relations between the genes displaying active or repressive marks, we used a bioinformatics approach (Ingenuity Pathway Analysis) to identify overrepresented biochemical pathways among the genes bearing the epigenetic marks. The software enabled the detection of canonical pathways or lists of molecules that are known to be involved in a particular type of molecular or cellular respond to a given agent (Ingenuity Tox lists), which are significantly over-represented in the candidate lists. 

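Genes of the hypoxia response with an H3K9ac peak in the part of Table S2 held here included Arnt, the partner of the HIF alpha subunits, Edn2, which encodes endothelin 2, and the glycolytic gene Eno1, all higher in CIH. The Arnt peak, on chromosome 3 from 95238251 to 95239100 of mm9, had 382 counts in CIH and 225 in RA, a ratio of 1.70 (1.44 to 2.01, exact binomial p = 1.9e-10). The ratios were 2.16 for Edn2 (1.82 to 2.58) and 1.84 for Eno1 (1.56 to 2.17), while Mxi1, a MYC antagonist, was higher in RA with a ratio of 0.671 (0.542 to 0.828). Of 30 genes of p53 and ATM signalling, Btg2, Nbn and Trp53inp1 had peaks higher in CIH, Pcna and Mir34a peaks higher in RA, and Jun peaks in both directions. Btg2 had 3 peaks on chromosome 1, with ratios of 1.87, 1.65 and 1.81. Of 29 genes of TGF-β signalling, Id3, Jun and Pmepa1 had peaks in both directions, and Ski and Tgfbr1 had peaks higher in RA. At Pmepa1, a peak with a ratio of 2.46 (2.04 to 2.99) directly adjoined a peak with a ratio of 0.712 (0.559 to 0.904). The calls of Pcna, Tgfbr1, whose peak is also paired with Col15a1, and the peaks higher in RA of Pmepa1, Id3 and Jun were lost when counts were divided by the median ratio of the table, at 0.850, 0.939, 0.845, 0.840 and 0.820. One Jun peak higher in CIH lost its call with the yields, at 1.02. Ski did not pass the test at equal depth (p = 0.054, exact binomial). It came to pass with the yields, at 0.660, but not with the median ratio, at 0.965. These lists were written after the gene names of the table had been seen, and no enrichment was tested because the table is held in part.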

We found significant over-representation (p < 0.05, hypergeometric test) of the active mark (H3K9ac) in diverse signaling pathways that are expected to be activated upon hypoxia exposures, such as hypoxia-inducible factor (HIF), p53, and TGF-β signaling (Fig. 5A). Furthermore, we observed significant over-representation of NRF2-mediated oxidative stress response (Fig. 5A). 

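Of 34 genes of the NRF2 and antioxidant response, 4 had an H3K9ac peak in the part of Table S2 held here. The peak paired with Prdx1, which encodes a peroxidase that reduces hydrogen peroxide, and with Mmachc lies on chromosome 4 from 116367601 to 116368050, and had 378 counts in CIH and 80 in RA. This is a ratio of 4.72 (3.70 to 6.09, exact binomial p = 2.3e-47). Txn1, encoding thioredoxin, was also higher in CIH, with 478 and 280 counts (ratio 1.71, 1.47 to 1.99). Nfe2l2, which encodes NRF2 itself, had a peak higher in RA on chromosome 2, with 184 counts in CIH and 237 in RA. The ratio was 0.776 (0.637 to 0.945, exact binomial p = 0.011). Its call was kept at 0.631 when counts were divided by the yields. It was lost at 0.922 when counts were divided by the median ratio of the table, which raises every ratio in it. Jun, a partner of NRF2 at antioxidant response elements, had 1 peak higher in RA, whose call was lost at 0.820 in the same way, and 2 higher in CIH, of which 1 lost its call at 1.02 when counts were divided by the yields.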

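Among genes of glutamate and GABA receptor signalling with an H3K27me3 peak in Table S3, Gabbr2, Grik2 and Glra1, which encode receptor subunits for GABA, glutamate and glycine, had peaks higher in RA, with 38, 21 and 34 counts there and none in CIH. Grin2d had 1 peak in each direction. Of the glutathione genes, Gpx7, a glutathione peroxidase family member, had a peak higher in CIH with 125 and 45 counts, and Mgst2, a microsomal glutathione transferase, a peak higher in RA with 0 and 20. Atp2b1, a plasma membrane calcium pump gene, and Rcan2, a regulator of calcineurin, had peaks higher in CIH, with 101 and 95 counts in CIH and 52 and 30 in RA. Il22ra2, which encodes the soluble IL-22 receptor, had 36 and 2, and the Grin2d peak higher in CIH had 30 and 1. Among the peaks of Table S3 higher in CIH, 30 was the lowest CIH count. It was listed for 11 peaks, and 36 for 3. If the CIH counts were scaled up, counts this low could stand for very few fragments. The peaks of Gpx7, Atp2b1 and Rcan2 lie on H3K9ac peaks that were also higher in CIH. The Rcan2 peak also shares bases with an adjoining H3K9ac peak that was higher in RA. The direction of Gpx7, Atp2b1 and Rcan2 turned when counts were divided by the median CIH to RA ratio of the table, to ratios of 0.737, 0.516 and 0.840, and Atp2b1 also lost its call with the yields, at 1.34. The median came from 38 peaks, 37 of them higher in CIH, so by construction some calls higher in CIH must turn. Peaks with 0 CIH counts cannot turn under any scaling.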

For the repressive mark (H3K27me3), we detected significant over-representation (p < 0.05, hypergeometric test) in pathways related to oxidative stress activation by different pathways to that observed for the active mark (i.e. Glutamate receptor signaling and glutathionine redox reactions), as well as calcium and IL-22 signaling (Fig. 5B). Next, we built unsupervised gene networks depicting the functional interactions between the genes associated to H3K9ac and H3K27me3 peaks. In both cases, we identified networks related to immune responses (Fig. 5C and D). However, whereas networks of genes associated with H3K9ac peaks (active mark) were centered on NF-kB and related to ATM and p53 signaling^42^,^43^,^44^ (Fig. 5C), networks of genes associated with H3K27me3 (repressive mark) were related to anti-inflammatory pathways which are protective against atherosclerosis, such as PPAR/RXR and LXR/RXR activation^45^,^46^ (Fig. 5D).

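Of 33 genes read by eye from Fig. 5C, 6 had an H3K9ac peak in the part of Table S2 held here, and all 6 peaks were higher in CIH. Ddb1, which encodes a DNA damage-binding subunit of the CUL4 ubiquitin ligase, had 527 counts in CIH and 317 in RA, a ratio of 1.66 (1.44 to 1.92). The ratios were 1.59 (1.41 to 1.81) for Dcaf12, a substrate receptor of the same ligase, 1.46 (1.25 to 1.71) for Psmb2, a proteasome subunit gene, and 1.74 (1.48 to 2.04) for Ankrd1, with Pde4dip and Trappc3 at 1.62 and 1.60. H3K9ac peaks of NF-kB genes went in both directions. Rela, which encodes the p65 subunit, had 591 counts in CIH and 422 in RA (ratio 1.40, 1.23 to 1.59), and Nfkb2, encoding p100, 385 and 262 (ratio 1.47, 1.25 to 1.73). Tlr4, the endotoxin receptor gene, had a peak higher in RA that is also paired with Brinp1, with 221 and 335 counts (ratio 0.660, 0.554 to 0.784), and Tank, Tifa and Tlr2 were higher in RA as well, Tlr2 with a call that was lost at a ratio of 0.932 when counts were divided by the median ratio of the table. Among genes of lipid handling and LXR, RXR and PPAR signalling, Cyp7a1, the rate-limiting enzyme of bile acid synthesis, and Nceh1, a cholesteryl ester hydrolase gene, had an H3K9ac peak higher in CIH, while Rxra and Pprc1 had a peak higher in RA, that of Rxra being paired with Col5a1 as well. The H3K27me3 peak of Mylip, an LXR target that degrades the LDL receptor, was higher in RA, with 0 counts in CIH and 19 in RA. The 10 genes read by eye as shaded in Fig. 5D, NLRP9 being taken as Nlrp9b, all have an H3K27me3 peak higher in CIH in Table S3. Among them, Gpx7 and Zcchc11, which share a peak, and Pcdh20, Atp6ap1l, Rcan2 and Rprm have this peak on an H3K9ac peak higher in CIH. That of Rcan2 also shares bases with an H3K9ac peak higher in RA. Another 3 H3K27me3 peaks, of Rprm, Nlrp9b and Kdelr1, were higher in RA, with 30, 23 and 26 counts there and 0 in CIH. Both peaks of Kdelr1 are also paired with Grin2d. The Ly96 peak had 30 counts in CIH and 16 in RA, and did not pass an exact binomial test on the table's counts. The peaks higher in CIH of Nlrp9b and Kdelr1 also had 30 CIH counts, with 9 and 1 in RA. Among peaks higher in CIH, 30 was the lowest CIH count. The direction turned under the median ratio of Table S3 for Pcdh20 at 0.720, Atp6ap1l at 0.784, Nlrp9b at 0.885 and Ly96 at 0.498, as it did for Gpx7, Zcchc11 and Rcan2. By construction of that median, some peaks higher in CIH must turn, while peaks with 0 counts in CIH cannot. The paper relates the H3K9ac networks to NF-kB and the H3K27me3 networks to PPAR/RXR and LXR/RXR activation, which it describes as protective against atherosclerosis. It built these networks from genes with peaks of each mark, so a peak at a gene shown with the mark is no separate finding. Which peak directions the networks took is not known here, and no conclusion is drawn from the shared direction.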

#### Single locus analysis

We assessed the differences in the two epigenetic marks (H3K9ac and H3K27me3) that occur in aorta macrophages after CIH exposures in 8 candidate genes (Fig. 5E, Supplementary Table S2). We selected 3 genes associated with peaks selected from the ChIP-Seq experiment: *Foxo4* (ChIP-Seq Peak ID: 2102356, increased H3K9ac after CIH; CIH-RA count difference = 113, p-value: 1.26 × 10^−27^), *Lrtm2* (ChIP-Seq Peak ID: 1710745, decreased H3K9ac after CIH; CIH-RA count difference = −125, p-value: 2.51 × 10^−34^), and *Gabbr2* (ChIP-Seq Peak ID: 129982, decreased H3K27me3 after CIH; CIH-RA count difference = −38, p-value:5.36 × 10^−11^). Moreover, we included 5 genes encoding proteins with a known function in macrophage biology and atherosclerosis from which we have previously shown in this study significant increased expression (Bonferroni-adjusted p-value < 0.001) on aorta macrophages after CIH exposures (Supplementary Table S5): *Cd36* (logFC = 1.80), *Abca1* (logFC = 1.12), *Il6* (logFC = 1.38), *Vcam* (logFC = 1.98), and *Nos2* (logFC = 1.07).

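Foxo4, a forkhead transcription factor gene, had an H3K9ac peak higher in CIH on chromosome X of mm9 from 98450101 to 98450550. It is 450 bp wide, and the nearest other H3K9ac differential peak, also higher in CIH, lies 32200 bp away. Lrtm2, a gene for a leucine-rich repeat transmembrane protein, had an H3K9ac peak higher in RA on chromosome 6 from 119282701 to 119283350, with no other H3K9ac differential peak within 20 kb. The H3K27me3 peak of Gabbr2, which encodes a subunit of the GABA-B receptor, was higher in RA and lies on chromosome 4 from 46883151 to 46883750. Table S3 lists it at 0 counts in CIH and 38 in RA. Its first 60 bases are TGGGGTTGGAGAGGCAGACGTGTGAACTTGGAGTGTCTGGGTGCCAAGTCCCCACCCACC. The directions and positions come from the authors' deposited lists. The counts of Foxo4 and Lrtm2 stand outside the rows of Table S2 held here.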

We defined CHIP-qPCR-based assays (Supplementary Table S1) for these genes either at regions of reported enrichment for the H3K9ac mark (*Cd36, Abca1, Il6, Vcam and Nos2*) or within the peaks discovered during the ChIP-Seq experiment (*Foxo4, Lrtm2*, and *Gabbr2*). Notably, ChIP-qPCR assays for the *Abca1* and *Il6* genes were also located within the peaks identified by ChIP-Seq: *Abca1* ChIP-Seq peak ID: 1397501, increased H3K9ac after CIH; CIH-RA count difference = 175, p-value = 3.97 × 10^−15^, and Il6 ChI-Seq peak ID: 1505644, increased H3K9ac after CIH; CIH-RA count difference = 106, p-value = 2.26 × 10^−17^.

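The Abca1 peak, at the gene of the cholesterol exporter ABCA1, was higher in CIH in the authors' deposited H3K9ac list and spans 600 bp on chromosome 4 of mm9, from 53171951 to 53172550. It directly adjoined a peak of 350 bp, from 53172551 to 53172900, that was higher in RA. The Il6 peak, at the gene of the cytokine interleukin-6, was higher in CIH and spans 700 bp on chromosome 5 from 30320201 to 30320900. The nearest other H3K9ac differential peak was 128050 bp away and was also higher in CIH. The counts of both peaks stand outside the rows of Table S2 held here.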

Enrichment of both epigenetic marks (H3K9ac and H3K27me3) was studied in macrophages isolated from aortas collected from mice exposed to 20 weeks CIH or RA conditions. Figure 5E summarizes the results of the ChIP-qPCR experiments. Enrichment of the epigenetic marks were concordant between the ChIP-PCR and ChIP-Seq results for all the fragments studied: (CIH/RA Fold changes (FC) values were FC_H3K9ac_ = 3.5 and FC_H3K27me3_ = 0.7 for *Foxo4*, FC_H3K9ac_ = 0.39 and FC_H3K27me3_ = 6.25 for *Lrtm2*, FC_H3K9ac_ = 0.98 and FC_H3K27me3_ = 0.3 for *Gabbr2*, FC_H3K9ac_ = 2.27 and FC_H3K27me3_ = 0.92 for *Abca1*, and FC_H3K9ac_ = 1.6 and FC_H3K27me3_ = 0.89 for *IL6*). Furthermore, enrichment of the active epigenetic mark H3K9ac in CIH-exposed mice correlated with increased mRNA expression in the same groups for *Cd36* (FC_H3K9ac_ = 1.79), *Abca1* (FC_H3K9ac_ = 2.27) and *Il6* (FC_H3K9ac_ = 1.6) genes. Our findings support the technical validity of the ChIP-seq results, even when a reduced number of cells was used as starting material. Moreover, our findings suggest a major role for epigenetic regulation throughout histone modifications of the expression of key genes in the pro-inflammatory phenotypic changes in aorta macrophages induced by CIH.

### CD36 mediates the pro-inflammatory changes in aortic macrophages

We have previously reported that CIH *in vitro* upregulates transcription of CD36 mRNA in myeloid cells through activation of leukotriene B4 receptor-1 pathways^12^. In the current study, up-regulation of both CD36 mRNA and protein levels in aortic macrophages *in vivo* emerged. To further explore the potential contributory role of CD36 to the aortic macrophage inflammatory process during CIH, we repeated the CIH exposures in mice with a genetic ablation of CD36. CD36^−/−^ mice on a C57BL/6 J background were exposed to CIH and aortas were analyzed for macrophage content and inflammatory phenotype. Remarkably, CD36^−/−^ mice exhibited decreased number of aortic wall macrophages (Fig. 6A), along with no changes in the proportions of the pro-inflammatory bone marrow-derived (Ly6c^high^) (Fig. 6B), tissue-resident (CD64^+^) (Fig. 6C) and pro-inflammatory M1 (CD86^+^) (Fig. 6D) cells when compared to RA-exposed CD36^−/−^ mice. Therefore, these findings suggest a mechanistic link between CD36 expression and CIH induced aortic macrophage inflammation.

## Discussion

This study shows that prolonged chronic exposures to intermittent hypoxia during sleep mimicking OSA elicit recruitment of bone marrow derived macrophages to the aortic wall even when the underlying exposures occur in the absence of a concurrent pro-atherogenic setting, such as genetic propensity or altered dietary intake (e.g. atherogenic or high fat diets). In addition, discontinuation of intermittent hypoxia for a relatively long period is not accompanied by concurrent improvements in aortic wall cellular inflammatory characteristics. Furthermore, the dominant phenotypic polarization of CIH-exposed bone marrow derived macrophages is not only disruptive to the endothelial barrier, but further assumes a unique M1 metabolic profile that is recognizable by the heightened expression of CD36^23^. Transcriptomic approaches further illustrated the extensive effect of CIH on macrophages, whereby multiple previously recognized pro-atherogenic pathways are recruited in a CD36-dependent manner. Finally, assessment of epigenetic changes in aorta macrophages exposed to long-term CIH revealed a complex interplay of histone modifications activating and silencing the expression of genes in functionally relevant biological pathways, such as inflammation and oxidative stress. Noteworthy, we identified repressive and activating marks in functionally related gene networks, but identifying precise pathways leading to the pro-inflammatory phenotypes, revealing that CIH triggers specific epigenetically driven mechanisms during the atherogenic development (Fig. 5).

Before we discuss the potential significance of some of our major findings, some methodological issues deserve comment. First and in line with previous reports^9^, we implemented isolated CIH exposures for 20 weeks without the concomitant imposition of additional risk factors (ApoE or LdlR knockout mice^13^,^22^ or high-fat diet^10^). Although such strategy did not result in development of frank atherosclerotic lesions, we found the presence of significant increases in IMT along with disruption of elastic laminae, both of which are considered as indicative of pro-atherogenic changes^47^,^48^. Indeed, IMT is a widely used non-invasive method in human studies to assess the extent of atherosclerotic burden both in the coronary^49^ and extra-coronary arteries^50^. Increases in IMT have also been described in hypertensive OSA patients^51^ and associated with increased cardiovascular risk. Similarly, elastic laminae are a key component of the normal vascular wall and help transduce pressure waves through the artery wall. Impairment of the normal transduction of the artery pressure wave resulting from disruption of elastic laminae promotes turbulent flow in areas of increased pressure, around bifurcations and curves, and subsequently results in predisposition of these areas to atherosclerosis^52^,^53^. The elastic laminae changes described herein following CIH are compatible with previously reported increases in systemic blood pressure elicited by CIH^54^ and are also present in the context of long-term sleep fragmentation exposures, another hallmark characteristic of OSA^55^. Second, our experiments using monocytes derived from the bone marrow of RFP mice cannot be viewed as conclusively providing evidence that the major source of aorta macrophages originates from the bone marrow in CIH-exposed mice. However, the marked increases in RFP macrophages in the aorta wall after their intravenous administration along with the increased presence of macrophages in the aorta wall bearing markers of their bone marrow origin point to the bone marrow myeloid cells as the major protagonist facilitating CIH-induced aorta inflammatory processes. However, we cannot exclude the possibility that changes in the number of circulating monocytes may have occurred among CIH-exposed mice and that some of the increases in macrophage counts in the aorta wall may be due to such changes. We surmise that such possibility is unlikely, particularly since similar findings were identified in mice exposed to CIH but then allowed to recover in normoxic conditions for 6 weeks. Finally, the changes induced by CIH-exposed circulating monocytes on endothelial barrier electrical impedance do not necessarily indicate that the full process of monocyte activation and transmigration occurred, but nonetheless provide compelling evidence as to the disruption of endothelial barrier integrity, a critical initial event in this process^33^,^56^,^57^. We should also remark that discontinuation of the intermittent hypoxia exposure for a period of 6 weeks did not result in major improvements in either elastic laminae distribution or aorta wall inflammatory cells. Although these findings are preliminary in nature, they clearly raise the possibility that either a 6-week recovery period is insufficient for reversal of 20-week CIH-induced changes, even if such reversal does occur after 6 weeks exposure^26^, or that the prolonged exposures to CIH epigenetically alter inflammatory cells such as macrophages within the aorta to perpetuate pro-atherogenic pathways.

In a previous study, we found that M1 pro-inflammatory macrophage activation in the context of high fat diet or hyperglycemic states involves metabolic pathways that are driven by independent pro-inflammatory and anti-inflammatory pathways, which regulate balance between cytokine production and lipid metabolism^22^. Indeed, we identified that in addition to PPARγ and p62/SQSTM1, two key proteins that limit inflammation in metabolically activated macrophages, cell surface proteins specifically overexpressed by metabolic M1 macrophages included ABCA1, CD36, and PLIN2, i.e., proteins involved in lipid metabolism^22^,^58^. Very interestingly, we detected in the gene network analysis that repressive marks are enriched in PPAR signaling genes (Fig. 5D), suggesting an epigenetic regulation for the PPAR pathway in macrophages upon CIH exposure. The deregulation of lipid metabolism by CIH^59^,^60^,^61^ and the relative similarities between CIH and other metabolic stressors linked to atherosclerosis prompted us to explore the possibility that early CIH may mimic the aforementioned transitions in polarity exhibited by macrophages^27^,^62^. Relatively short-lasting exposures to CIH induced early emergence of an increased population of CD36+ macrophages exhibiting concurrent shift to M1 polarity markers^27^. Based on such findings, we surmise that CIH acts as a major potentiator of the coordinated interplay of multiple pro-inflammatory events that characterize atherosclerosis, including recruitment, activation, and transmigration of bone marrow derived monocytes into M1 macrophages with unique metabolic characteristics^63^,^64^,^65^.

### Epigenetic regulation of pro-inflammatory phenotypes in aorta macrophages

To our knowledge, this is the first time that genome-wide histone modification profiling is conducted in macrophages isolated from murine aortas. This task represented a technological challenge since the amount of recovered cells after the dissection of the mouse aorta is very low (less than 10,000 cells per animal). Despite the technical limitations, we successfully enriched the fractions corresponding to one active (H3K9ac) and one repressive (H3K27me3) chromatin marks in aorta macrophages from mice exposed to CIH and RA paradigms, prepared the libraries and sequenced them by NGS. Single locus analysis of selected candidate genes in a set of independent samples demonstrated that the epigenetic differences were not due to technical artifacts. Noteworthy, the number of peaks obtained for the H3K9ac mark, was considerable higher than those for the H3K27me3. This discrepancy may be explained by the efficiency of the antibody in each IP, but most likely reflects an increased level of active marks and reduced level of repressive chromatin marks in the aorta macrophages, regardless of exposure. In this regard, it has been shown that the H3K27me demethylase Jmjd3 is expressed in migrated macrophages^66^. However, whether the increased number of the active mark H3K9ac in migrated macrophages results from increased acetyltransferase or reduced deacetylase activities remains to be determined. 

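Differential peaks were far more numerous for H3K9ac than for H3K27me3, with 143 H3K9ac peaks for each H3K27me3 peak in the deposited lists. They covered 11716 kb for H3K9ac and 48.0 kb for H3K27me3, a ratio of 244. The widest H3K9ac peak was 4150 bp long and the widest H3K27me3 peak 600 bp. These are peaks that differed between CIH and RA, so they do not count all regions that carry each mark.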

Further experiments are needed to elucidate the molecular mechanisms leading to epigenetic alterations in mouse aorta macrophages, and how they are affected by exposures to CIH conditions.

In contrast with analysis of pre-determined candidate regions, genome-wide analyses enable the discovery of novel regions of epigenetic variations, as well as the identification of pathways and gene networks that are epigenetically modified. Here, we identified an over-representation of active marks (H3K9ac) in CIH-exposed macrophages in genes that are recognized as hypoxia-responsive pathways for transcriptional activation, such as hypoxia-inducible factor, p53, and TGF-β signaling^67^ (Fig. 5). Interestingly, we detected significant over-representation of both the active (H3K9ac) and repressive (H3K27me3) marks in pathways associated to oxidative stress response, though the specific pathways differed. Whereas the H3K9ac was over-represented in NRF2-mediated oxidative stress response, the H3K27me3 was over-represented in glutathione redox pathways (Fig. 5). Nrf2 has been reported as an important transcription factor involved in the induction of the scavenger receptor CD36 in murine macrophages and antioxidant stress genes in atherosclerosis^68^, hence epigenetic-mediated activation of this pathway may be involved in the establishment of the CIH-induced pro-atherogenic macrophage phenotype. In turn, glutathione redox pathway is one of the mechanisms that counteract reactive oxygen species levels^69^, and current findings suggest that it may be epigenetically repressed upon CIH-exposure. Taken together, our results are compatible with the concept that epigenetic regulation of oxidative stress pathways in aorta macrophages of mice exposed to CIH might modulate the response in a pathway specific manner, and may dictate the extent of recovery potential upon discontinuation of CIH. Further molecular and cellular experiments are warranted to unravel the precise regulatory mechanisms and their role in the formation of the atherosclerosis plaque.

## Additional Information

**How to cite this article:** Cortese, R. *et al*. Aorta macrophage inflammatory and epigenetic changes in a murine model of obstructive sleep apnea: Potential role of CD36. *Sci. Rep.* **7**, 43648; doi: 10.1038/srep43648 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Table 2

Supplementary Table 3

Supplementary Table 5

## Figures and Tables

**Figure 1:**
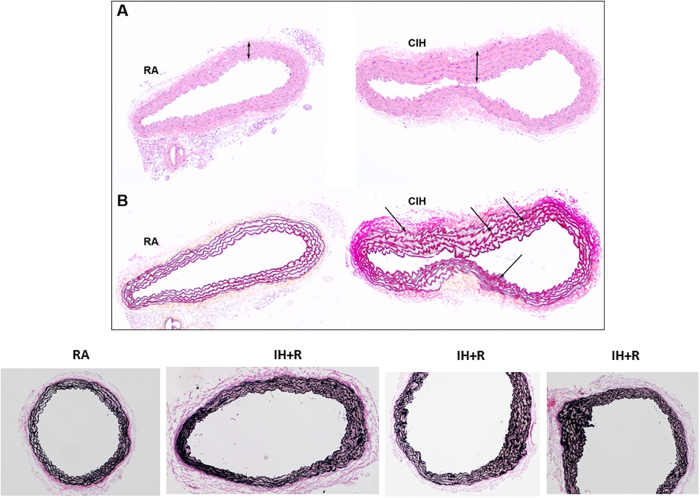
Vascular dysfunction in aortas from mice exposed to CIH. Histological analysis of aortas showing increased IMT (Panel A, top) and disruption of the integrity of elastic laminae (Panel B, bottom). Aortas were collected from mice exposed to 20 week-CIH (CIH, right) and RA controls (RA, left). In addition the bottom panel illustrates the persistent disruption of the elastic laminae in CIH-exposed mice after 6 weeks of normoxic recovery (IH + R) when compared to timed control mice (RA). Images are representative of at least 5 mice/experimental group.

**Figure 2:**
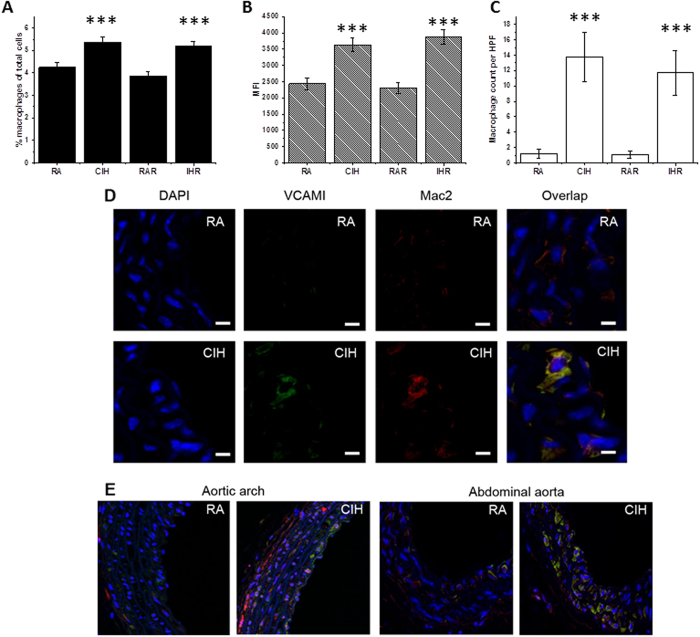
Increased aorta macrophage proliferation in mice exposed to CIH. (**A**) The percentage of macrophages among cells isolated from aorta was significantly higher in CIH-exposed mice than in RA controls, and in CIH-exposed mice after 6 weeks of recovery (IHR) when compared to normoxic time controls (RAR). (**B**) The number of aorta macrophages expressing Ki67 (a marker of macrophage proliferation) was significantly higher in CIH-exposed mice and in IHR mice compared to corresponding controls. (**C**) The count of RFP-derived macrophages was significantly increased in CIH-exposed mice and in IHR mice compared to corresponding controls. (**D**) Confocal microscopy analysis of aorta macrophages in CIH-exposed mice and RA controls. Cells were stained with DAPI (blue fluorescence), and with antibodies against VCAM1 (green fluorescence) and MAC2 (red fluorescence). ***p < 0.04 vs. corresponding control; n = 6/experimental group.

**Figure 3:**
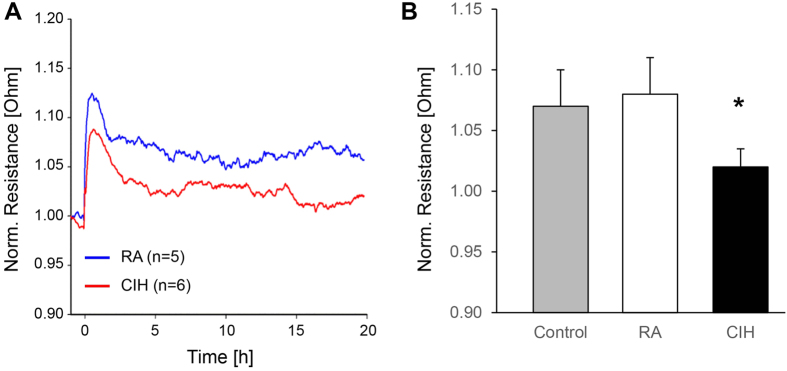
CIH-derived monocytes disrupts the cell culture monolayer. (**A**) ECIS results showing the monolayer electric resistance registered across several time points after exposing the cell monolayer to CIH-derived monocytes (red line) and RA-derived monocytes (blue line). (**B**) Mean electrical resistance at the baseline (only cell monolayer, gray bar), after exposure to RA-derived monocytes (white bar) and after exposure to CIH-derived monocytes (black bar). Electrical resistance is significantly lower after exposure to CIH-derived monocytes comparted to baseline. (p < 0.05). n = 8/experimental group.

**Figure 4:**
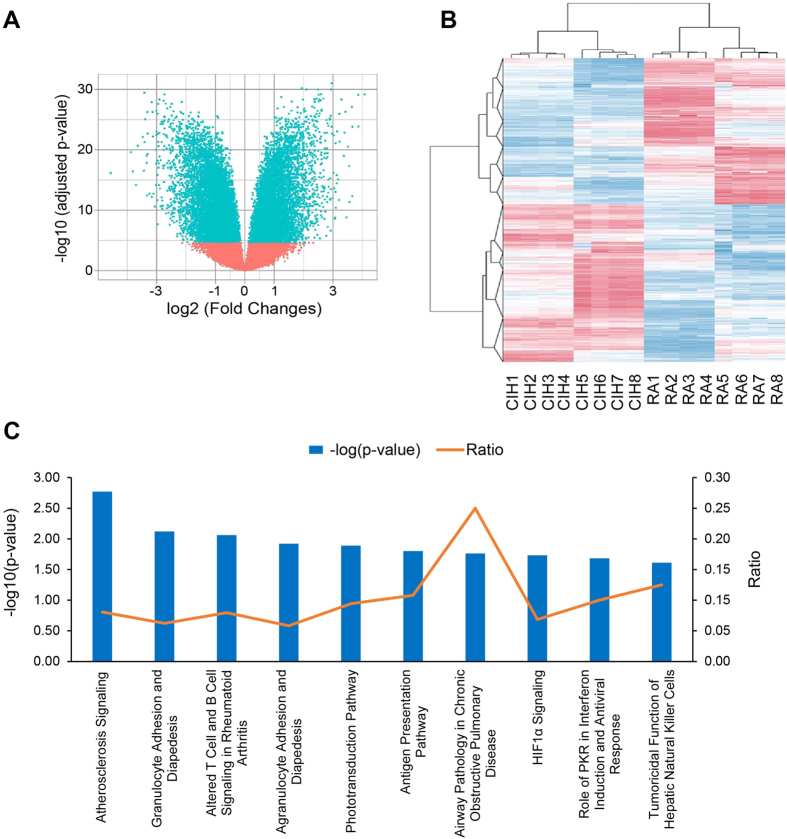
Transcriptomic analysis of CIH-derived aorta macrophages. (**A**) Volcano plot showing differentially expressed transcripts between CIH-derived and RA-derived aorta macrophages (n = 8 per group). We identified 16,343 differentially expressed transcripts between the groups (p < 0.01, blue points). X axis depicts the extent of the difference (log2 Fold Changes) between the groups, whereas Y axis depict the significance of this difference (log10(adjusted p-value)). (**B**) Unsupervised hierarchical clustering of differentially expressed transcripts separate the samples between the two experimental groups. Expression levels are represented as a color gradient in the heatmap, from red (upregulated in CIH) over white (no changes) to blur (upregulated in RA). (**C**) Overrepresented canonical pathways in genes differentially regulated between CIH and RA in aorta macrophages. Blue bars represent the significance of the overrepresentation (−log(p-value)). Orange line depicts the ratio between the number of genes in each canonical pathway and the number of genes differentially expressed in CIH-derived compared to RA-derived aorta macrophages.

**Figure 5:**
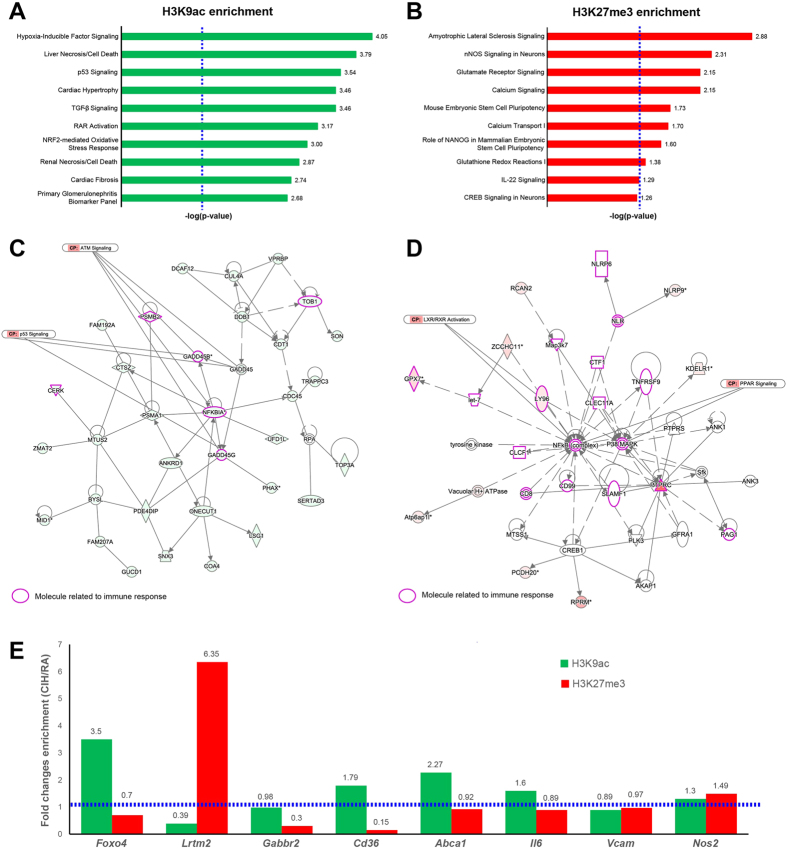
Epigenetic profiling of aorta macrophages from CIH-exposed mice. (**A**) Top ten over-represented canonical pathways among H3K9ac enriched regions. The length of the bar represents the statistical significance from the hypergeometric test expressed as −log(p-value). Vertical dashed blue line represent the significance cutoff (−log(p-value = 0.05) = 1.3). (**B**) Top ten over-represented canonical pathways among H3K27me3 enriched regions. Significance values are expressed as in panel A. (**C**) Example of non-directional gene network of genes bearing H3K9ac marks. Genes bearing the mark are colored green. Molecules related to immune response are highlighted in purple. (**D**) Example of non-directional gene network of genes bearing H3K27me3 marks. Genes bearing the mark are colored red. Molecules related to immune response are highlighted in purple. (**E**) Analysis of candidate genes by single-locus qPCR analysis. Green and red bars represent the CIH/RA fold change enrichment for the H3K9ac and H3K27me3 marks, respectively. Dashed horizontal blue line represents the cutoff value for fold change enrichment (CIH/RA FCE = 1). All data reflect n = 8/experimental condition.

**Figure 6:**
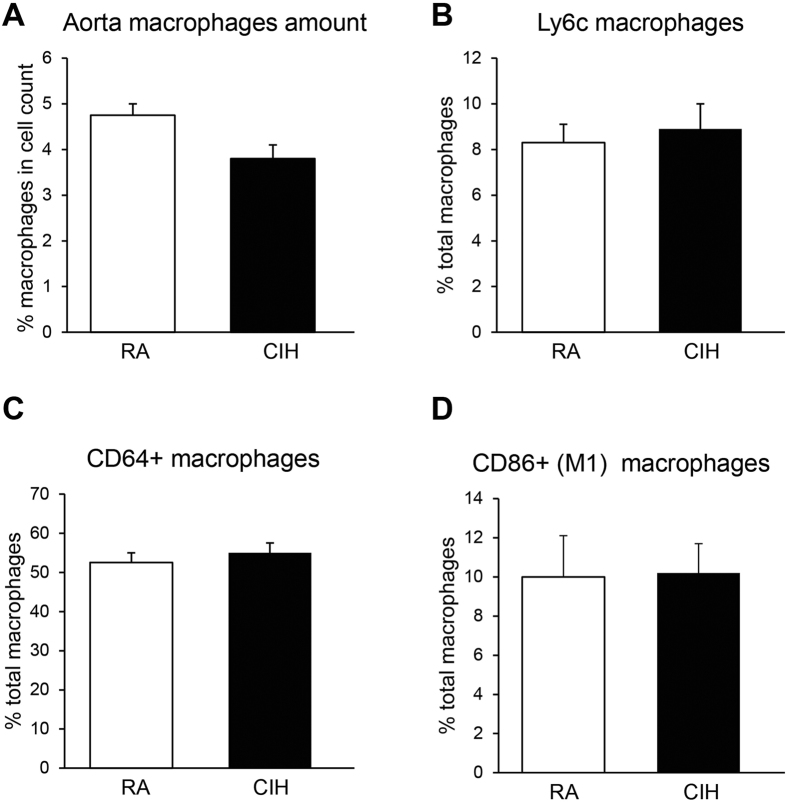
Aorta macrophages in CD36−/− mice. (**A**) In contrast with wild type mice, the percentage of macrophages is lower in CIH-derived than in RA-derived aortas of CD36−/− mice (p < 0.05; n = 6/experimental group). No changes in the proportions of the pro-inflammatory bone marrow-derived (Ly6chigh) (Panel B), tissue-resident (CD64+) (Panel C) and pro-inflammatory M1 (CD86+) (Panel D) cells when compared to RA-exposed CD36−/− mice (p > 0.05; n = 6/experimental group). White and black bars represent RA- and CIH-exposed CD36−/− mice, respectively no changes in the proportions of the pro-inflammatory bone marrow-derived (Ly6c^high^) (**B**), tissue-resident (CD64^+^) (**C**) and pro-inflammatory M1 (CD86^+^) (**D**) cells when compared to RA-exposed CD36^−/−^ mice.

How the deposited data were processed for this re-analysis (not part of the article)

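Aorta macrophages of mice exposed to CIH or RA were profiled by ChIP-Seq for H3K9ac and H3K27me3, with 4 libraries in all, 1 per mark and exposure, and no input library. According to the submitters' processing notes, the tools included Trimmomatic 0.32, BWA 0.7.12, SAMtools 1.2, Picard 1.121, bedtools 2.23.0 and MACS2 2.1.0, with the mouse build mm9. The paper states that low complexity and blacklisted regions were removed and that the results of more than 1 analysis tool were combined. The authors deposited 1 list of differential peaks per mark, with position, name, score and sign. The deposited score is 1000 in every row, so the planned uses of the score, and the planned threshold on a p-value, which the lists do not give, could not be run. Without an input library, regions that gather reads in any library are not separated from enriched ones.

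From the lists, the number, width and direction of peaks were computed with Python 3.11.15, numpy, pandas and scipy 1.17.1. Directions of neighbouring peaks within 10 kb were permuted 100000 times, and H3K27me3 peaks were shifted around their chromosomes 100000 times to set the number of overlaps with H3K9ac peaks, at least 1 bp counting as an overlap. Chromosome ends were taken from the last peak of either list. Both lists hold fewer peaks in all than the paper counts, so these tests describe the peaks held. These tests were first tested on simulated data. Shares carry exact Clopper-Pearson 95% intervals, which describe the lists and cover counting only. Neighbouring peaks are not independent, so the intervals are too narrow.

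Counts per peak, in the unit the paper's tables call counts, were taken from Tables S2 and S3 as the authors give them. The ratio of CIH to RA counts was tested with a two-sided exact binomial test at equal depth. The ranks of these p-values and of the tables' p-values had a Spearman correlation of 1.00 across the peaks of each table, which are not independent replicates. As the peaks had been called differential from the same libraries, the binomial test repeats that selection and is not a separate test. The H3K27me3 counts above 0 were searched for a common step between 3 and 12, at distances of 0.01, a count being on the step only if it exactly equals 5 windows, or 6 in peaks of at least 300 bp, times a rounded whole multiple of it. The search was set against counts moved at random by up to 20%, 500 sets for CIH and 200 for RA, first with all counts and then with equal counts taken once, and only the second is used as a test, since equal counts do not move independently. The H3K9ac counts were not searched for a step. If a fragment counts in several windows there, their p-values are too small and their intervals too narrow. Total reads per library were not used here, and the paper's yields served as an alternative scaling. If the tables' counts were already scaled for depth, the yields scale them again. The gene lists and the rule for named genes were fixed before the deposited lists were opened, but after gene names and some values of the tables had been seen. The rule takes the genes the paper names, members of 20 gene lists, and for each mark and direction the 10 peaks with the most extreme score. As the score is constant, the 10 with the largest −log10 p in the tables were taken instead, a choice made after their values were seen. No enrichment or set test was run, since Table S2 is held in part and Table S3 has fewer peaks than the paper counts. The microarray, flow cytometry and ChIP-qPCR experiments were not analysed here, and some genes of the lists are not reported here.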

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

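All tests in this part were chosen after the patterns had been seen, apart from the shift test over all H3K27me3 peaks, which was set before the data were examined.

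The paper does not report how the marks overlap, and 33 of the 146 H3K27me3 peaks shared at least 1 bp with an H3K9ac peak, where shifted positions gave 0.967 on average and at most 9 (p = 1e-05, the smallest that 100000 shifts can give). The overlap was mostly among peaks higher in CIH, 29 of 53, against 4 of 93 for peaks higher in RA (0.630 on average, permutation p = 0.004 from the same shifts), 3 of them on H3K9ac peaks higher in CIH (0.365 on average, permutation p = 0.0065) and 2 on peaks higher in RA (0.314 on average, permutation p = 0.041). Chance placement is argued against by the same test for peaks higher in CIH in both marks, which gave 29 against 0.195 on average, for the peaks held, since both lists are shorter than the paper's counts of 131 and 71 H3K27me3 and 11685 and 13854 H3K9ac peaks. Reads of the CIH H3K9ac library in the CIH H3K27me3 library stay open, since 8 of the 35 overlapping pairs had identical ends, and although 0% of the 29 H3K9ac peaks met were among the 1000 widest peaks higher in CIH (upper bound 11.9%), width is a weak stand-in for height (across 236 peaks of Table S2, which were kept for their reads and are not independent, its Spearman correlation was 0.47 with CIH counts and -0.68 with CIH counts per kb). Regions that gather reads in any library of one exposure, and a gain of both marks in CIH, which was not tested, stay open as well, since outside the pairs higher in CIH in both marks only 6 pairs were left, of which 33.3% had one direction in both marks (4.33 to 77.7%).

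In Table S3, 31 of the 41 CIH counts above 0 exactly equalled 5 or 6 windows times a rounded multiple of a step, with steps of 3.16 to 3.18 and of 6.32 to 6.37 doing equally well. With equal counts taken once, 9 of the 18 distinct CIH counts did so, against 3.95 on average and at most 9 when they were moved at random by up to 20% (permutation p = 0.004), and 4 of 38 distinct RA counts, against 5.02 (permutation p = 0.84). The rule of 5 or 6 windows was itself built on these CIH counts, so the p is too small. A candidate explanation is that CIH values were scaled up before they were summed over windows of 50 bp, so that a single fragment would count many times. No biological explanation was tested.

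H3K9ac peaks higher in CIH were wider than those higher in RA. A single scale factor between the libraries would move every width class the same way. The share higher in CIH was 14.8% in the narrowest class and 91.6% in the widest. These shares restate the width difference by class, so they are not a separate test of a scale factor, and no conclusion on it is drawn from them. Splitting of peaks at their shoulders is argued against as the whole cause by peaks that touch no other peak, whose median widths were 700 and 350 bp, a ratio of 2. Stronger immunoprecipitation in the CIH library and a gain of acetylation at wide regions in CIH cannot be told apart with 1 library per exposure, as both predict a share that rises with width, up to 91.6%.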

How the results depend on the processing

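The alternatives that use the score, and the threshold on a p-value, were not run, because the score is constant and the lists give no p-value. Joining peaks of the same direction within 1 kb, or taking autosomes only, kept all counts of peaks within 1.5 times and moved the H3K9ac share higher in CIH to 44.4% with joining. The alternatives on touching peaks, on overlap with H3K9ac and on the step of the counts were added after the data were seen. Among peaks that touch no other peak, 5625 H3K9ac peaks were higher in CIH, a share of 42.1%. Without the H3K27me3 peaks on an H3K9ac peak, 24 H3K27me3 peaks were higher in CIH, a share of 21.2%. Neighbouring H3K9ac peaks within 10 kb had the same direction in 17.9% of pairs, but in 55.9% once pairs that touch were left out, since touching peaks never share a direction. For H3K27me3 the share went from 11.1% of 9 pairs to 50% of 2. Of the 117 H3K27me3 peaks of Table S3, 112 had an exact binomial p under 0.05 on the table's counts and 22 when, as an assumption, a fragment was taken to count in 5 windows and the CIH counts were also divided by their step, or 11 if the depths were also taken in the ratio of that step. At an adjusted p under 0.01 there were 110 and, under the same assumption at equal depth, 0. With counts divided by the median CIH to RA ratio of the table, 22 of 117 had more CIH counts, and the ratio turned for Gpx7 and Zcchc11 (0.737), Nlrp9b (0.885), Atp2b1 (0.516), Atp6ap1l (0.784), Pcdh20 (0.720), Lsamp (0.468), Rcan2 (0.840) and Ly96 (0.498). This follows from the construction, as 37 of the 38 peaks behind that median were higher in CIH. For Table S2 the median ratio was 0.842, taken over 236 differential peaks higher in CIH and 247 higher in RA. Dividing by it raised every ratio of that table, so it could end only calls higher in RA. Dividing by the yields, a factor of 1.23 there, lowered every ratio. Of the other named ratios, 16 no longer passed the test with the median ratio and 2 with the yields, where 5 came to pass it and none turned. With the yields Atp2b1 also lost its call, at 1.34. No paired analysis was possible because each exposure has 1 library per mark.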

Differences from the paper's values

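The direction of the deposited peaks was read from the column of Table S3 that names the exposure in which a peak is enriched, so the counts are compared as peaks enriched in CIH or in RA. The paper gives 131 H3K27me3 peaks enriched in CIH, and the deposited list holds 53. The alternatives set before the data were examined, joining peaks within 1 kb and autosomes only, gave 53 and 51, and neither reached the paper's value. The paper gives 102 H3K27me3 peaks enriched in CIH that are paired with a gene, and Table S3 holds 40. No alternative was set for this count. The paper reports more H3K27me3 peaks for CIH than for RA, while the deposited list holds 93 for RA against 53 for CIH, and Table S3 holds 77 against 40. Set against the other exposure, a comparison chosen after the values were seen, the paper's 131 and 71 peaks stand beside 93 and 53, 1.41 and 1.34 times as many, and its 102 and 58 paired peaks beside 77 and 40, 1.32 and 1.45 times as many. For H3K9ac the paper's 11685 peaks for CIH and 13854 for RA are 1.23 and 1.21 times the 9502 and 11441 of the list with the exposures as given. Which exposure the paper's H3K27me3 counts belong to is not settled by these values. The direction of single peaks is not affected by how the counts are assigned, and the Gabbr2 peak is lower in CIH in the paper and in the list. The paper states a threshold on the adjusted p, whereas 40 of the 483 peaks of Table S2 held here and 7 of the 117 of Table S3 have a −log10 p under 2, down to 1.04 and 1.02.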

Other observations

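Immediate early genes and nuclear receptor factors, which respond fast to stimuli, carried H3K9ac peaks in both directions in the part of Table S2 held here. Of 33 such genes 11 had a peak. Nr4a3, Klf4, Btg2 and Tiparp had peaks higher in CIH, Nr4a2, Rgs2, Dusp5 and Ier5l peaks higher in RA, and Gem, Jun and Klf9 peaks in both directions. The calls of the peaks higher in RA of Dusp5, Gem, Jun and Klf9 were lost when counts were divided by the median ratio of the table, at 0.813, 0.981, 0.820 and 0.948, and 1 Jun peak higher in CIH lost its call with the yields, at 1.02. The 2 Klf4 peaks had ratios of 1.90 (1.59 to 2.27) and 1.59 (1.36 to 1.85), and Rgs2 had 71 counts in CIH and 154 in RA. The interferon-induced gene Isg15 was higher in RA, with 162 and 316 counts. Of 30 genes of macrophage identity, Fgr had an H3K9ac peak higher in CIH and Fcgr3, Mertk and Ptafr peaks higher in RA. At equal depth Mertk and Ptafr did not pass the exact binomial test (p = 0.063 and 0.069). Both came to pass it with the yields, at 0.645 and 0.656, but not with the median ratio, at 0.942 and 0.958.

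Genes used as markers of other cells of the aorta wall were also among the peaks. Of 15 fibroblast and matrix genes, Vim and Pdpn had H3K9ac peaks higher in CIH, with 401 and 526 counts in CIH and 175 and 250 in RA, and Col5a1, Col15a1, Postn and Prrx2 peaks higher in RA. The Col5a1 peak is the one also paired with Rxra, and the Col15a1 peak the one also paired with Tgfbr1. Under the median ratio the calls of Col15a1 and of 1 of the 2 Postn peaks were lost, at 0.939 and 0.941. Vim is also expressed by macrophages. Synpo2, of 12 smooth muscle genes, was higher in CIH, and none of 13 endothelial genes had a peak in the part held.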
